A study of Arabidopsis thaliana with 91 samples. Its data were reported in "Histone H3 lysine 4 methylation recruits DNA demethylases to enforce gene expression in Arabidopsis" (2025).

How the data were processed

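Chromatin immunoprecipitation libraries for H3K4me3, H3K14ac, H2A.Z and the Myc tag were analysed as deposited peak lists, 1 list for each of 50 libraries. According to the submitters' processing notes and methods, reads were trimmed with Trim Galore 0.6.5, mapped to TAIR10 with Bowtie2 2.1.0, cleared of duplicates with SAMtools 1.9 and passed to MACS2 2.2.1, with deepTools 3.1.3 for tracks. The deposited lists give for each peak the authors' fold enrichment over the background of that library, a ratio, and the −log10 of p and of q. The study gives a q limit among its peak-calling parameters and a stricter limit for all identified peaks, and names no control library among those parameters. A further software list names other versions of MACS2 and deepTools. The lowest −log10 q was 2 or more in 23 deposited lists and below 2 in 27, so lists were not all made at one threshold. Folds and q-values depend on the depth of each library and were used to filter peaks or rank them within a list. Named segments were ordered by the lowest fold over the libraries of a group, which is called strongest and is not a test.

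Peaks were placed on the 5 nuclear chromosomes of TAIR10.1 (119146348 bp) with its annotation of 37899 genes, 27444 of them protein-coding. Of 863269 lines in the lists, 1490 on organelle sequences were left out and lines that repeated an interval, present in 23 lists, were counted once, which left 851404 peaks. No peak reached past a chromosome end. Inputs, H3 libraries and other samples without a list were not analysed here, and no reads were held. Read numbers per library, which the study lists for all sets but SET11, entered no computation here. Precision was taken from the number of peaks per list (808 to 30556) and from the number of segments in each share.

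Groups followed the labels, and where libraries of a group came from several sets of the labels, values were also computed within each set that held a list of both groups. A replicated segment was a stretch of at least 100 bp covered by peaks of every library of a group. It was called gained where no peak of the other group overlapped it by 1 bp, lost in the reverse case and shared otherwise. Each count was set beside the counts from all other divisions of the same libraries into groups of the same sizes; with 2 against 2 libraries, each such division was counted in both directions. No test per segment was made, since Fisher's exact test on so few libraries cannot pass 0.05.

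Target segments were the 1398 H3K4me3 segments gained in SDG2-ZF over Col-0 of SET1. Zinc finger binding sites were not used here. The percent of targets with a peak was computed in each library of other assays and sets with a Wilson 95% interval, and set beside 100 shuffles of segments of the same lengths on the same chromosomes (seed 1). Group means were compared with exact two-sided permutation tests of the library labels, which reach 0.33 at the lowest with 2 against 2 libraries, 0.1 with 3 against 2 and 0.0667 with 4 against 2. Each segment was assigned to the gene whose region, from 1 kb upstream to the gene end, it overlapped most, and its midpoint to a start (within 500 bp), the rest of a coding gene, a pseudogene, another gene or intergenic sequence. Exons, introns, UTRs and upstream regions named for a segment are those of its midpoint. Windows of 100 kb with the lowest 20% of gene content, 241 of 1193, were called gene-poor.

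Myc-ROS1 segments were compared with replicated H3K4me3, H3K14ac and H2A.Z segments of Col-0, and coding genes were ranked within each Col-0 list by the fold of the H3K4me3 peak at the start and divided into deciles. The 14 gene lists (targeted locus, genes used in constructs, DNA methylation, DNA demethylation, H3K4 methylation, flowering time, floral organ identity, meristem, seed, imprinted, photosynthesis, housekeeping, pollen and root) held 123 members, all found in the annotation by locus identifier, and were tested with two-sided Fisher's exact tests against all other nuclear genes, with Benjamini-Hochberg adjustment over 280 tests. The genes named are FWA, its flanking genes, the genes used in constructs, members of the lists and those with the highest fold, taken as the lowest over the libraries of the group: 12 in the leading direction and 6 in the other for SDG2-ZF and TRBIP1-ZF, and 5 and 3 elsewhere.

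Groups, comparisons, tests, gene lists, the rule for named genes and most alternatives were chosen before the data were examined. Alternatives were −log10 q of at least 5, lists of equal numbers of peaks taken by −log10 p, 50% of a segment covered, a minimum of 300 bp, removal of gene-poor windows, removal of ROS1 segments under a peak of untagged Col-0, gene bodies in place of gene regions, each library left out in turn, and replicate number as a block. Alternatives added after the data were seen were −log10 q of at least 2 in every list, targets without an H3K4me3 peak in 12 untargeted libraries (for H3K14ac, H2A.Z and Myc), equal numbers of peaks within each set, and subtraction of the share at segments shared with Col-0. Untargeted here means without SDG2 brought to a site: Col-0 from the set of the catalytic mutant, rdr6, rdd, fwa, fwa rdr6, SunTag-SDG2 without a guide, and dCas9-MQ1v. FWA, which held a peak in fwa and fwa rdr6, is therefore not among the targets free of such peaks. Whether replicate numbers pair the libraries was checked where the labels put each number in its own set, as the correlation of deviations from the group mean: it was 0.0501 for rdd, 0.0437 and 0.100 for H2A.Z, 0.382 for Myc-ROS1 and 0.244 for TRBIP1-ZF. The pairing rests on the set names in the labels.

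Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The segment calls were tested on simulated data with 200 known gained and 200 known lost segments, all of which were recovered, with 0 false calls. Each simulated segment lay in every library of its group and each noise peak in a single library, so this checked only the arithmetic of the calls. It does not measure errors from missing peaks or unequal list lengths.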

Results

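Chromatin immunoprecipitation followed by sequencing was applied to leaf tissue of Arabidopsis thaliana plants 4 to 5 weeks old. The series held 91 samples, of which 50 came with a list of called peaks; the other 41, mostly inputs, had none and were not analysed here. The lists covered trimethylation of lysine 4 on histone H3 (H3K4me3, 29 libraries), acetylation of lysine 14 on histone H3 (H3K14ac, 6 libraries), the histone variant H2A.Z (7 libraries) and proteins carrying a Myc tag (8 libraries). They fell into 27 groups. H3K4me3 lists held 9647 to 28847 peaks, H3K14ac lists 5635 to 24156, H2A.Z lists 12217 to 30556 and Myc lists 808 to 14212. The labels name no separate cultures or growth batches for replicates, so p-values measure only the spread between these libraries. The peak lists carry no read numbers, and the Wilson 95% intervals quoted for single libraries cover counting error only.

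Several of the lines carried a chromatin protein fused to an artificial zinc finger (ZF) that binds the promoter of FWA (AT4G25530), a homeobox gene that is silenced by DNA methylation in wild-type Col-0 and is active in the unmethylated fwa epiallele. SDG2-ZF carries the catalytic part of SDG2, an H3K4 methyltransferase, and SunTag-SDG2 brings SDG2 to FWA through dCas9 and guide RNAs in the rdr6 mutant, which lacks an RNA-dependent RNA polymerase. TRBIP1-ZF carries TRBIP1, a partner of the H3K4 demethylase JMJ14, and is set beside fwa plants. The rdd triple mutant lacks the DNA demethylases ROS1, DML2 and DML3.

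FWA lies on chromosome 4 at 13038360 to 13042464 on the plus strand of the TAIR10 assembly. An H3K4me3 peak lay over its start (within 500 bp) in 3 of 3 SDG2-ZF libraries (fold 3.54 to 5.69), in 2 of 2 SunTag-SDG2 libraries (3.32 to 4.31) and 2 of 2 SDG2-ZF libraries in rdd (2.39 to 3.29). The peak was also listed in 2 of 2 fwa libraries (6.06 to 6.87) and 2 of 2 libraries of fwa rdr6 (5.59 to 5.60). No such peak was listed in any Col-0, rdr6, rdd or no-guide H3K4me3 library, and none in the 4 libraries with the catalytic mutant of SDG2. The lists of the mutant's set had the lowest median folds of all H3K4me3 lists (1.67 to 1.96), so a peak missing there is less informative. TRBIP1-ZF had the peak in 1 of 2 libraries (fold 2.27). The fold is the authors' own value for each peak against the background of its library, and differs in scale between lists, so segments named as strongest are only ordered by it.

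**Figure D1:**
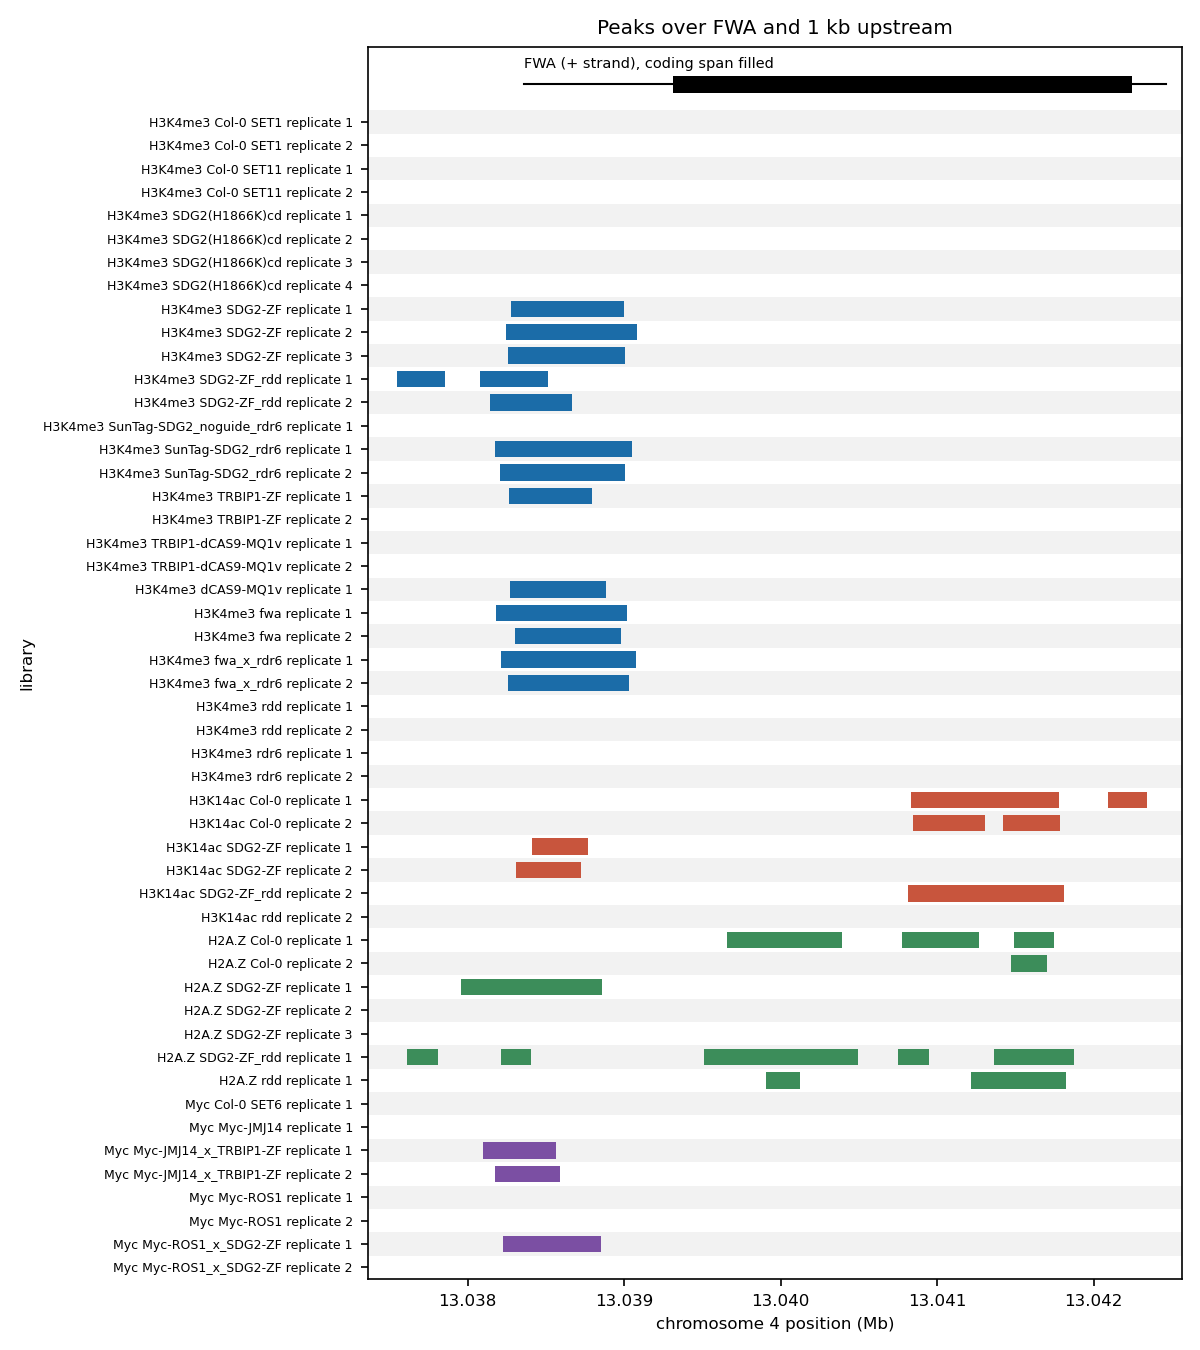
Called peaks over FWA and 1 kb upstream, 1 line per library coloured by assay, against the position on chromosome 4 in Mb. The H3K4me3 peak at the start was listed in 3 of 3 SDG2-ZF libraries and in 2 of 2 fwa libraries.

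The comparison of SDG2-ZF (n = 3) with Col-0 of the same set (n = 2) asks where a tethered H3K4 methyltransferase adds H3K4me3. SDG2-ZF gained 1398 replicated H3K4me3 segments, 504 kb in all, and lost 151, while 15478 of its 16876 replicated segments overlapped a Col-0 peak. At FWA the gained segment ran from 13038276 to 13038995 with its midpoint in an intron. The strongest gain lay in a coding exon of VIM4 (AT1G66040), a relative of the methylated-DNA binding protein VIM1, on chromosome 1 at 24586241 to 24586769 with a fold of 5.10 to 6.69. The pseudogene AT5G20750 followed, on chromosome 5 at 7027763 to 7028479 (4.65 to 6.49).

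Coding exons also held the gains of AT2G35555 (chromosome 2, 14931043 to 14931645, 4.22 to 4.67), GRP23 (AT1G10270, chromosome 1, 3365481 to 3366430, 4.16 to 5.94) and AT4G16140 (chromosome 4, 9129016 to 9129664, 4.02 to 5.55). Coding exons of the cell wall loosening gene EXPB1 (AT2G20750, chromosome 2, 8941121 to 8941908, 3.94 to 5.06), of BZIP34 (AT2G42380, chromosome 2, 17648005 to 17648812, 3.77 to 4.90) and of the shade response gene PAR1 (AT2G42870, chromosome 2, 17836730 to 17837242, 3.68 to 4.44) gained segments as well. An intron of the β-galactosidase gene BGAL3 (AT4G36360, chromosome 4, 17180385 to 17181398, 3.96 to 5.03) gained H3K4me3. The regions upstream of CYP72A10 (AT3G14640, chromosome 3, 4918952 to 4919405, 3.85 to 4.46) and CHY1 (AT5G65940, chromosome 5, 26379542 to 26379955, 3.76 to 4.46) and an intergenic stretch of chromosome 5 at 20596438 to 20597112 (3.96 to 5.07) completed the strongest 12.

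Among lost segments, AT3G18250 (chromosome 3, 6257935 to 6258467, 3.73 to 3.85), AT1G76960 (chromosome 1, 28920474 to 28920918, 3.19 to 3.94), AT1G51890 (chromosome 1, 19277866 to 19278383, 2.91 to 3.71) and AT4G10500 (chromosome 4, 6491110 to 6492309, 2.91 to 3.79) lost them over coding exons. AT2G06845 (chromosome 2, 2753390 to 2753970, 3.63 to 6.43) and BPC7 (AT2G35550, chromosome 2, 14929247 to 14929686, 3.08 to 3.26) lost them over exons of the 5′ UTR. SDG2 (AT4G15180) gained a segment inside a coding exon on chromosome 4 at 8658282 to 8658868, where every H3K4me3 library from a line with an SDG2 construct held a peak. Peak lists cannot tell the SDG2 gene from the copy of its catalytic part in the construct. JMJ14 (AT4G20400) lost a coding-exon segment on chromosome 4 at 11009899 to 11010165.

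Of the 1398 gained segments, 38.4% had their midpoint within 500 bp of the start of a coding gene, 50.6% elsewhere in the region of a coding gene, 3.29% in pseudogenes and 5.51% between genes. Of the 15478 segments shared with Col-0, 65.1% lay at starts, 32.2% elsewhere in coding genes and 0.646% between genes, and segments shuffled on the same chromosomes gave 21.5%, 41.3% and 27.5%. The 9 other ways to divide the 5 libraries gave 2 to 93 gained segments. With equal numbers of peaks per list the counts were 437 gained and 341 lost, and with a minimum of 300 bp they were 754 and 82. The lost count was 242, 264 and 243 without SDG2-ZF replicate 3, Col-0 replicate 1 and Col-0 replicate 2, and 242 with replicates as a block.

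**Figure D2:**
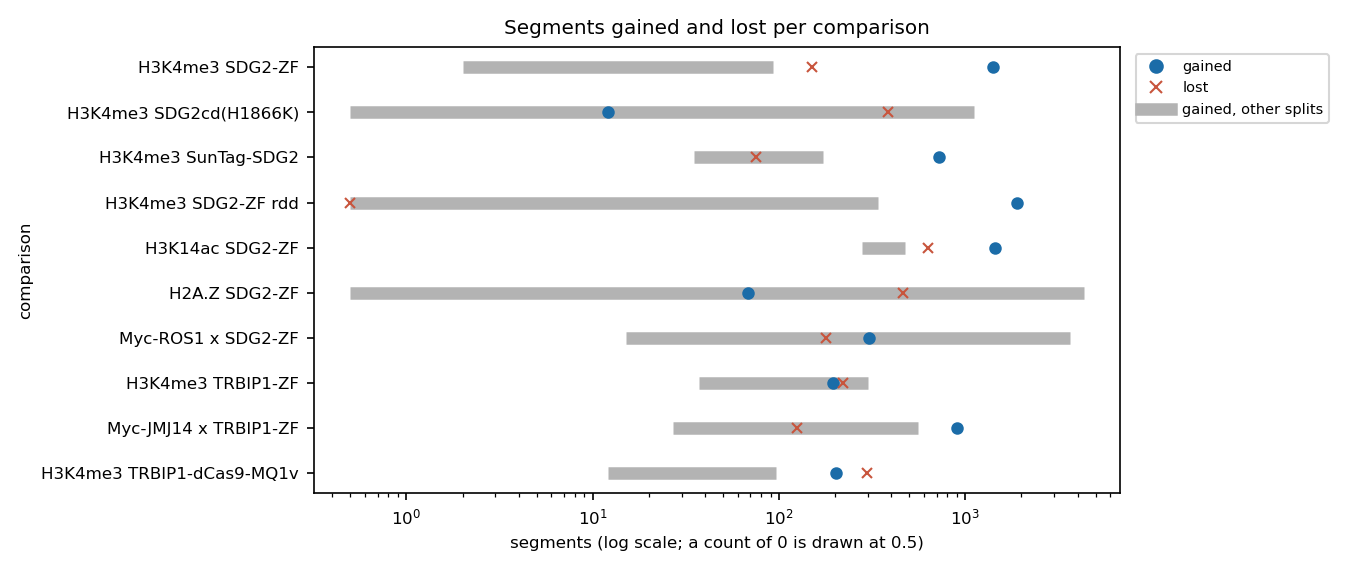
Number of segments gained (dots) and lost (crosses) in each of the 10 comparisons on a log axis, with 0 drawn at 0.5; grey bars span the gained counts of other divisions of the same libraries. SDG2-ZF gained 1398 segments in Col-0 and 1893 in rdd.

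The catalytic mutant SDG2(H1866K)cd (n = 4) against Col-0 of its own set (n = 2) asks what the fusion adds without methyltransferase activity. Every list of this set, Col-0 included, had low folds, with medians of 1.67 to 1.96 and highest folds of 3.32 to 3.87. The medians of the SDG2-ZF and Col-0 lists of SET1 were 3.82 to 5.12. Counts of gains in the mutant can therefore not be set directly against those of SDG2-ZF. It gained 12 segments and lost 384, and none of the gains lay at FWA. The gains included coding exons of AT5G23750 (chromosome 5, 8011246 to 8011461, fold 1.85 to 2.21) and of the jasmonate biosynthesis gene AOC1 (AT3G25760, chromosome 3, 9404058 to 9404190, 1.74 to 1.87). Coding exons of the co-chaperone gene Hop3 (AT4G12400, chromosome 4, 7340484 to 7340693, 1.63 to 2.35) and of MYB47 (AT1G18710, chromosome 1, 6450759 to 6450899, 1.57 to 2.15) gained segments too, as did the microRNA gene MIR168b (AT5G45307, chromosome 5, 18358779 to 18358925, 1.62 to 2.01). Losses included the region upstream of AT2G32160 (chromosome 2, 13661002 to 13661220, 1.92 to 2.21), a coding exon of the methionine synthase gene ATMS1 (AT5G17920, chromosome 5, 5938236 to 5938400, 1.78 to 1.79) and the 5′ UTR of AT2G06845 (chromosome 2, 2753566 to 2753814, 1.75 to 1.89). Of the lost segments, 12.5% lay at starts and 82.0% elsewhere in coding genes. An SDG2-ZF target was overlapped by 2 of the 12 gains (shuffled mean 0.09, at most 2) and by 9 of the 384 losses (2.51, at most 6). Among these 2 gains was the one over SDG2 (chromosome 4, 8658585 to 8658769), the gene from which both constructs were made.

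Target segments are defined by the H3K4me3 gain of SDG2-ZF and not by zinc finger binding sites, and 1039 of the 1398 (74.3%) held an H3K4me3 peak in at least 1 of 12 untargeted libraries of other sets. A peak lay over 40.9% ± 21.0 (SD, n = 4) of the 1398 SDG2-ZF target segments in the mutant and over 48.9% ± 9.26 (n = 2) in its Col-0 controls, a difference of -8.03 points (exact two-sided permutation p = 0.8; smallest possible p 0.0667). Replicate 3, with 9647 peaks against 23067 to 27855 in the other three, held a peak at 9.37% of targets (95% interval 7.95 to 11.01), and without it the difference was 2.47 points and the gained count 307. The difference was -1.48 and -14.6 points without Col-0 replicates 1 and 2, 2.92 with equal numbers of peaks, 0.242 at −log10 q of at least 5 and 2.43 with replicates as a block. Gained and lost counts were 31 and 966 without mutant replicate 4, 51 and 920 without Col-0 replicate 1, and 33 and 3592 without Col-0 replicate 2. They were 73 and 106 with equal numbers of peaks, 6 and 48 at −log10 q of at least 5, 0 and 30 at 300 bp and 820 and 975 with the block. The 14 other divisions gave 0 to 1116 gained.

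SunTag-SDG2 in rdr6 (n = 2) against rdr6 (n = 2) tests a guide-directed route to the same promoter. It gained 722 segments and lost 75. FWA gained a segment at 13038209 to 13039004 with its midpoint in a 5′ UTR exon. The strongest gains were in the 5′ UTR of EMB3108 (AT1G59990, chromosome 1, 22093295 to 22093433, fold 4.76 to 7.01), an intron of AT2G26120 (chromosome 2, 11123354 to 11123908, 4.68 to 5.64) and upstream of GulLO1 (AT1G32300, chromosome 1, 11650168 to 11650738, 4.42 to 5.67). Others lay between genes on chromosome 4 at 7424503 to 7425025 (3.87 to 6.01) and in a coding exon of AT3G50250 (chromosome 3, 18630110 to 18630640, 3.74 to 5.69). Losses included an intron of UMAMIT36 (AT1G70260, chromosome 1, 26458854 to 26459418, 3.85 to 4.03), a coding exon of TBL38 (AT1G29050, chromosome 1, 10138652 to 10139136, 3.21 to 4.74) and the region upstream of AT5G37793 (chromosome 5, 15022319 to 15022746, 2.89 to 3.32). Gains lay at starts in 34.6% and elsewhere in coding genes in 50.4% of cases.

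Target segments of SDG2-ZF carried a peak in 44.0% ± 4.50 (SD, n = 2) with SunTag-SDG2 and in 31.6% ± 4.55 (n = 2) in rdr6, 12.3 points apart (exact two-sided permutation p = 0.33, the smallest possible). The library without a guide held a peak at 21.0% of targets (95% interval 18.9 to 23.2), at 45 of the 722 gained segments (6.23%, 4.69 to 8.24) and at 40 of the 75 lost ones (53.3%, 42.2 to 64.2). Of the 722 gains, 98 (13.6%) overlapped an SDG2-ZF target, against a mean of 5.43 and at most 11 in 100 shuffles. Of the 75 losses, 10 (13.3%) did as well, against a mean of 0.61 and at most 3. With equal numbers of peaks, losses outnumbered gains, 283 to 231, and the difference at targets was 1.83 points. At −log10 q of at least 5 the counts were 272 gained and 145 lost with 4.05 points. At 300 bp they were 245 and 22, and the lost count was 134 with 50% of a segment required. Gained and lost counts were 1475 and 276 without SunTag-SDG2 replicate 1, 1529 and 184 without replicate 2 and 1166 and 174 without rdr6 replicate 2. The lost count was 249 without rdr6 replicate 1, and the 4 other divisions gave 35 to 173 gained.

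In rdd, SDG2-ZF (n = 2) against rdd (n = 2) asks whether the mark spreads to the same places when DNA demethylases are missing. SDG2-ZF gained 1893 segments and lost 0. FWA gained a segment at 13038140 to 13038510, with its midpoint upstream of the start. VIM4 (chromosome 1, 24586110 to 24586857, fold 5.90 to 6.99), GRP23 (chromosome 1, 3365403 to 3366517, 5.44 to 6.09) and AT2G35555 (chromosome 2, 14931044 to 14931797, 4.96 to 5.82) gained segments in coding exons, as they had in the Col-0 background. AT2G24945 (chromosome 2, 10610791 to 10611708, 6.06 to 7.61) gained a segment over its 5′ UTR, and the noncoding gene AT2G00970 (chromosome 2, 19352304 to 19353245, 4.99 to 5.29) gained one in an exon. Of the gains, 31.6% lay at starts and 56.2% elsewhere in coding genes, and 688 of the 1893 (36.3%) overlapped an SDG2-ZF target, against a shuffled mean of 16.43 and at most 28.

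Target segments held a peak in 88.6% ± 0.101 (SD, n = 2) of cases with SDG2-ZF in rdd and in 16.7% ± 22.7 (n = 2) in rdd, a difference of 72.0 points (exact two-sided permutation p = 0.33, the smallest possible). The difference was 55.9 points in SET6 (3612 gained, 505 lost) and 88.1 in SET7 (5675 gained, 34 lost), where rdd replicate 2 held 12992 peaks and marked 0.644% of targets against 32.7% in replicate 1. With equal numbers of peaks the gains were 192, the losses 76 and the difference 23.1 points, and at 300 bp there were 1013 gains. Gained and lost counts were 3469 and 46 without SDG2-ZF replicate 2 in rdd and 4972 and 34 without rdd replicate 1. The lost count was 232 without rdd replicate 2, and the other 4 divisions gave 0 to 339 gained.

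H3K14ac, a mark of active chromatin, was compared between SDG2-ZF (n = 2) and Col-0 (n = 2) to ask whether acetylation follows the added methylation. SDG2-ZF gained 1439 segments and lost 631. FWA gained a segment over a 5′ UTR exon at 13038411 to 13038723 and lost one in an intron at 13040844 to 13041303 and one in a coding exon at 13041418 to 13041774. The strongest gains lay over exons of pseudogenes, namely AT5G20750 (chromosome 5, 7027650 to 7028778, fold 7.95 to 7.99), AT5G27500 (chromosome 5, 9707923 to 9708639, 5.91 to 6.34) and AT5G27505 (chromosome 5, 9711945 to 9712616, 4.96 to 5.08). The pseudogenes AT1G49440 (chromosome 1, 18303283 to 18304540, 4.37 to 4.66) and AT1G58010 (chromosome 1, 21448857 to 21449254, 4.25 to 4.32) followed. Losses included the 5′ UTR exons of AT2G06845 (chromosome 2, 2753498 to 2753913, 3.87 to 4.16) and AT1G76720 (chromosome 1, 28799920 to 28800400, 2.82 to 3.54) and a coding exon of the methyl esterase gene MES5 (AT5G10300, chromosome 5, 3239705 to 3240086, 2.81 to 3.19). Pseudogenes held 5.21% of the gains, starts 26.3%, the rest of coding genes 52.3% and intergenic sequence 12.6%.

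An H3K14ac peak lay over 61.2% ± 0.152 (SD, n = 2) of target segments in SDG2-ZF and over 50.1% ± 2.83 (n = 2) in Col-0, a difference of 11.1 points that exceeded the spread between replicates (exact two-sided permutation p = 0.33, the smallest possible). A gained H3K14ac segment lay at 135 targets and a lost one at 32. Of the 1439 gains, 134 overlapped a target (9.31%; shuffled mean 11.33, at most 19), as did 32 of the 631 losses (5.07%; 3.95, at most 8). In rdd, with 1 library each, the shares were 58.4% (95% interval 55.8 to 60.9) with SDG2-ZF and 2.50% (1.81 to 3.46) without, but the rdd list held 5635 peaks against 23235. At the 359 targets without an H3K4me3 peak in any untargeted library, an analysis added after the data were seen, the difference was 23.0 points. At 300 bp there were 472 gains and 85 losses, and at −log10 q of at least 5 there were 223 losses. Gained and lost counts were 3079 and 1054 without SDG2-ZF replicate 1, 3530 and 1116 without replicate 2, 2177 and 2527 without Col-0 replicate 1, which turned the direction, and 2444 and 1835 without Col-0 replicate 2. The 4 other divisions gave 277 to 474 gained.

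**Figure D3:**
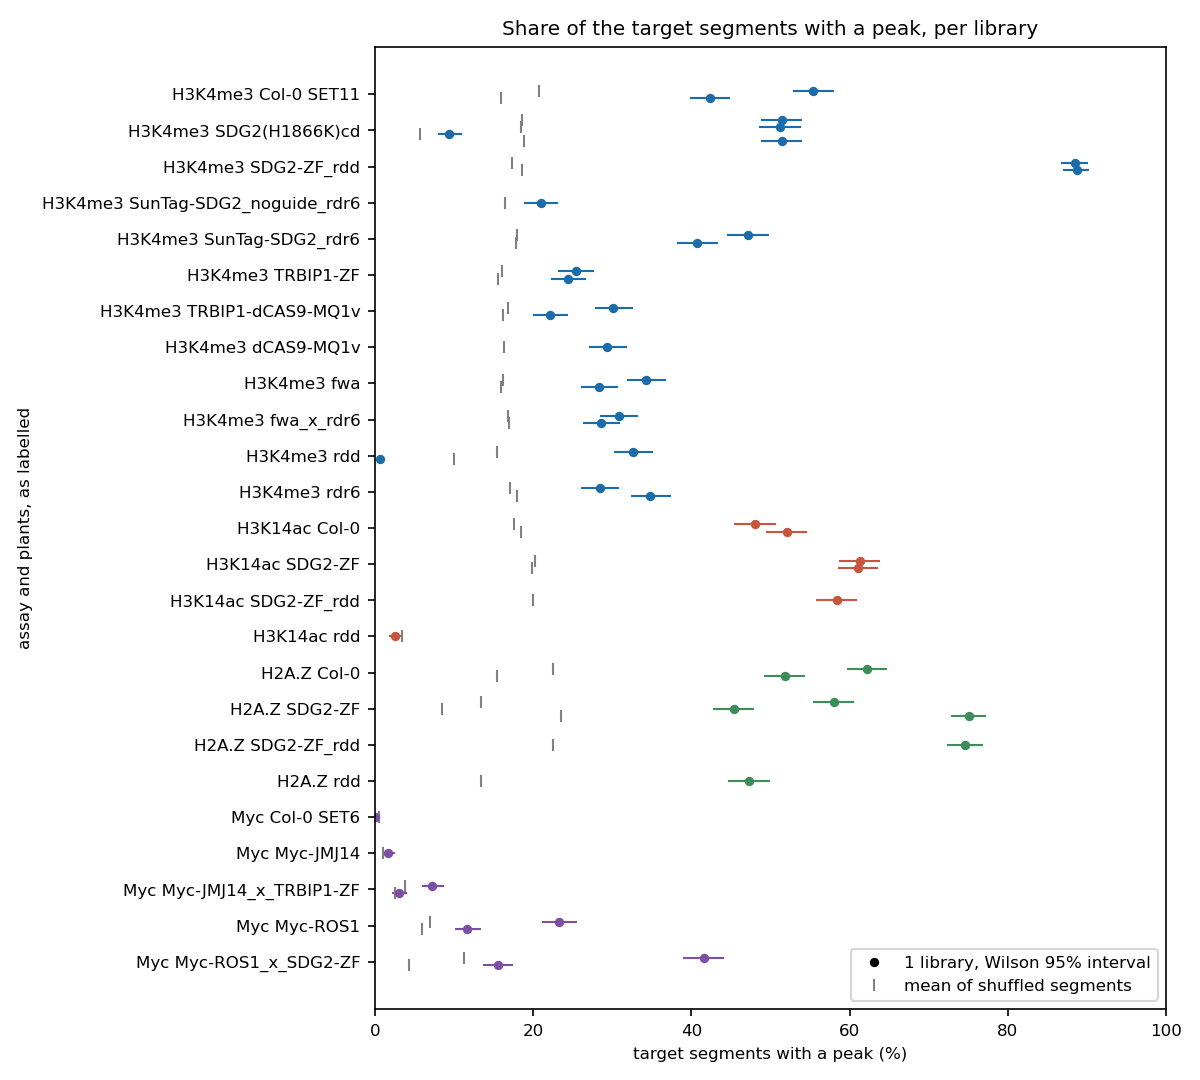
Percent of the 1398 target segments of SDG2-ZF with a peak in each library, with Wilson 95% intervals for counting error; grey ticks mark the mean of shuffled segments. H3K4me3 libraries of SDG2-ZF in rdd averaged 88.6% and those of rdd 16.7%.

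H2A.Z, a histone variant of gene starts and of inducible genes, was compared between SDG2-ZF (n = 3) and Col-0 (n = 2). SDG2-ZF gained 68 segments and lost 462. Coding exons held the gains of the cytochrome P450 gene CYP81G1 (AT5G67310, chromosome 5, 26855561 to 26855682, fold 4.56 to 6.72), of the extensin gene EXT12 (AT4G13390, chromosome 4, 7783969 to 7785260, 3.11 to 6.67) and of AT4G08410 (chromosome 4, 5339108 to 5339571, 3.04 to 5.37). Coding exons of the cell wall enzyme gene XTH33 (AT1G10550, chromosome 1, 3479272 to 3479593, 2.89 to 4.97) and of AT5G06630 (chromosome 5, 2036418 to 2036951, 2.85 to 4.11) gained segments as well. Losses included 5′ UTR exons of SRS7 (AT1G19790, chromosome 1, 6839754 to 6840263, 2.92 to 2.95) and AT3G13580 (chromosome 3, 4433141 to 4433447, 2.92 to 2.98) and a coding exon of AT1G03010 (chromosome 1, 693381 to 693617, 2.89 to 3.23). FWA lost a coding-exon segment at 13041492 to 13041701. At its start H2A.Z was listed in 1 of 3 SDG2-ZF libraries (fold 4.16) and in 0 of 2 Col-0 libraries, and in SDG2-ZF rdd (2.95) but not in rdd. Of the losses, 65.6% lay at gene starts, against 30.9% of the gains. A target of SDG2-ZF was overlapped by 16 of the 68 gains (23.5%; shuffled mean 0.49, at most 3) and by 14 of the 462 losses (3.03%; 3.15, at most 8).

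The share of target segments with an H2A.Z peak was 59.5% ± 14.9 (SD, n = 3) in SDG2-ZF and 57.0% ± 7.38 (n = 2) in Col-0, which differed by less than the spread between replicates (2.48 points; exact two-sided permutation p = 1; smallest possible p 0.1). Within SET4 the difference was -10.6 points with 151 segments gained and 10502 lost, and within SET5 it was 23.3 points with 9666 gained and 913 lost, so the direction did not hold within sets. In rdd, with 1 library each, the shares were 74.6% (95% interval 72.3 to 76.8) with SDG2-ZF and 47.3% (44.7 to 49.9) without, but the rdd list held 21066 peaks against 30556. The difference was -1.42 points at −log10 q of at least 5, 0.664 with 50% of a segment required, 4.11 at 300 bp, 8.89 with equal numbers of peaks, 9.55 with replicates as a block or without SDG2-ZF replicate 3. It was -5.33 without SDG2-ZF replicate 2, 7.70 and -2.74 without Col-0 replicates 1 and 2, and -2.99 with targets chosen without H3K4me3 Col-0 replicate 2. In analyses added after the data were seen it was 14.2 at targets without an H3K4me3 peak in untargeted libraries and 16.8 after subtracting the share at segments shared with Col-0. The gained count was 205, 132 and 325 without SDG2-ZF replicates 1, 2 and 3, 724 without Col-0 replicate 1, against 689 lost, and 325 with the block. It was 333 with equal numbers of peaks, against 432 lost, and 21 at 300 bp, against 115 lost. The lost count was 4747 without SDG2-ZF replicate 2 and 3219 without Col-0 replicate 2. The 9 other divisions gave 0 to 4306 gained.

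Myc-tagged ROS1, which removes 5-methylcytosine from DNA, was mapped without targeting in 2 libraries to ask which chromatin it occupies. Their sets, SET4 and SET7, have no untagged Myc list, so Myc background of these sets was not removed. Of its 4966 replicated segments, 54.8% (95% interval 53.4 to 56.1) overlapped a replicated Col-0 H3K4me3 segment, 47.8% (46.4 to 49.2) an H3K14ac segment and 42.4% (41.0 to 43.8) an H2A.Z segment, against 14.9%, 16.4% and 15.7% of shuffled segments. Gene starts held 56.3% of ROS1 segments and intergenic sequence 17.6%, against 21.5% and 27.6% after shuffling. A ROS1 segment lay at the start of 3476 of 27444 coding genes (12.7%). In deciles of the H3K4me3 fold of Col-0 replicate 1, ROS1 occupied 19.5% of starts in decile 1, the lowest, 13.4% in decile 5 and 34.4% (32.1 to 36.8) in decile 10. It occupied 5.27% of genes without an H3K4me3 peak at the start. Replicate 2 gave 19.3%, 15.0% in decile 6, 29.2% (27.0 to 31.5) and 4.94%. These shares run across genes, which are not independent replicates. With 50% of a segment required, the overlap with H3K4me3, H3K14ac and H2A.Z segments was 41.1%, 27.7% and 25.9%.

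**Figure D4:**
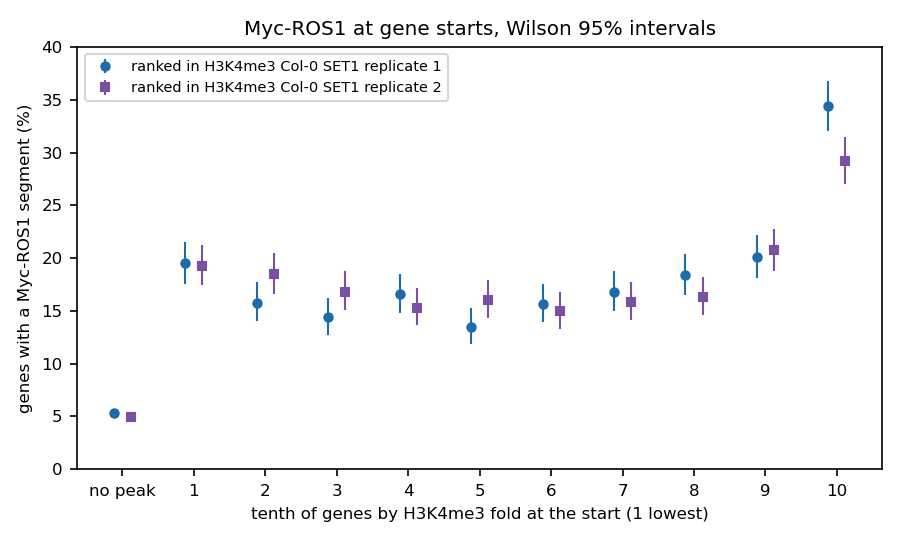
Percent of coding genes with a Myc-ROS1 segment at the start by decile of the authors' H3K4me3 fold within each Col-0 list, with Wilson 95% intervals for counting error. Decile 10 of replicate 1 stood at 34.4% and genes without an H3K4me3 peak at 5.27%.

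Myc-ROS1 with SDG2-ZF (n = 2) against Myc-ROS1 alone (n = 2) asks whether the added H3K4me3 draws the demethylase. Myc-ROS1 was transformed into SDG2-ZF plants, so its insertion need not be that of the control. The combined line gained 304 segments and lost 179. The strongest gains lay upstream of AT3G26800 (chromosome 3, 9861628 to 9862533, fold 3.87 to 4.28), of the cation exchanger gene CHX24 (AT5G37060, chromosome 5, 14646585 to 14647004, 2.94 to 3.06) and of AT2G36550 (chromosome 2, 15327106 to 15327523, 2.90 to 3.20). Others lay upstream of the zinc finger gene ZFP8 (AT2G41940, chromosome 2, 17506423 to 17506647, 2.90 to 2.91) and in a coding exon of AT4G14390 (chromosome 4, 8291733 to 8292089, 2.90 to 3.09). Losses included 3′ UTR exons of AT3G52060 (chromosome 3, 19310676 to 19310920, 2.67 to 2.70) and LBD37 (AT5G67420, chromosome 5, 26904147 to 26904303, 2.67 to 3.41) and the region upstream of AT4G27740 (chromosome 4, 13838381 to 13838548, 2.64 to 3.20). The Myc library of untagged Col-0 from SET6, a list of 808 peaks, held a peak at 0.0715% of target segments (95% interval 0.0126 to 0.404). A list that short cannot show a low background, and Myc-ROS1 came from SET4 and SET7, whose untagged Myc libraries had no list. At the FWA start a Myc peak was listed in 1 of 2 libraries of the combined line (fold 1.99) and in 0 of 2 libraries of Myc-ROS1 alone. Of the 304 gains, 47 (15.5%) overlapped a target of SDG2-ZF against a shuffled mean of 2.3 and at most 7, whereas 3 of the 179 losses did, within the shuffled range (mean 1.25, at most 7). Starts of coding genes held 46.4% of gains and 46.9% of losses.

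Target segments held a Myc peak in 28.5% ± 18.4 (SD, n = 2) of cases in the combined line and in 17.5% ± 8.19 (n = 2) in Myc-ROS1, 11.1 points apart (exact two-sided permutation p = 0.667; smallest possible p 0.33). That test leaves out that the sets pair the libraries, and 2 pairs are too few for a paired test. The difference was 18.3 points in SET4 (6176 gained, 1083 lost) and 3.86 in SET7 (910 gained, 3389 lost), so the sign was positive in both sets. In analyses added after the data were seen it was 8.87 and 7.15 with equal numbers of peaks within SET4 and SET7. Over both sets it was 10.4 after subtracting the share at shared segments and 15.04 at targets without an H3K4me3 peak in untargeted libraries. It was -1.93 and 24.1 points without replicates 1 and 2 of the combined line, and 16.9 and 5.29 without replicates 1 and 2 of Myc-ROS1. Gained and lost counts were 549 and 1546, 5040 and 296, 659 and 1412, and 933 and 942 without these libraries in the same order, so the losses outnumbered the gains in each case but the removal of replicate 2 of the combined line. At 300 bp there were 107 gains and 28 losses. The 4 other divisions gave 15 to 3645 gained segments, and the 2 that part SET4 from SET7 gave 3645 and 738, above the 304 of the comparison.

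TRBIP1-ZF (n = 2) against fwa plants (n = 2) asks where a tethered JMJ14 partner removes H3K4me3. TRBIP1-ZF lost 220 segments and gained 194. Coding exons held the losses of AT3G54730 (chromosome 3, 20259033 to 20260001, fold 6.84 to 7.17), AT1G53450 (chromosome 1, 19953187 to 19954326, 5.57 to 6.62) and AT5G14530 (chromosome 5, 4686331 to 4686999, 5.47 to 6.45). AT1G63150 (chromosome 1, 23419247 to 23419851, 5.37 to 5.54) and AT4G07965 (chromosome 4, 4808713 to 4809416, 4.63 to 7.53) lost segments over coding exons as well. The 5′ UTR exons of AT5G56990 (chromosome 5, 23061805 to 23062480, 5.68 to 6.36) and AT4G02485 (chromosome 4, 1092064 to 1093096, 4.81 to 5.51) lost segments. So did exons of the noncoding gene AT5G43403 (chromosome 5, 17431275 to 17431839, 5.90 to 6.62) and of the pseudogene AT4G28960 (chromosome 4, 14280379 to 14280809, 5.36 to 6.02). An intron of MEE38 (AT3G43160, chromosome 3, 15166471 to 15167248, 4.52 to 8.77) and intergenic sequence on chromosome 3 at 16587413 to 16588025 (5.40 to 5.60) and on chromosome 1 at 14252016 to 14253220 (4.84 to 6.30) completed the strongest 12. ROS1 (AT2G36490) lost a segment over a 5′ UTR exon on chromosome 2 at 15313889 to 15314693.

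Gained segments lay upstream of the pseudogenes AT2G06670 (chromosome 2, 2660812 to 2661794, 6.67 to 11.8) and AT2G10900 (chromosome 2, 4293215 to 4293992, 5.00 to 6.55) and of the noncoding gene AT3G05915 (chromosome 3, 11486112 to 11486806, 6.59 to 7.85). Others lay in an exon of the noncoding gene AT2G05135 (chromosome 2, 3198680 to 3199401, 6.39 to 6.81) and in coding exons of AT3G61340 (chromosome 3, 22701937 to 22702486, 4.87 to 6.27) and NAC016 (AT1G34180, chromosome 1, 12448614 to 12449157, 4.69 to 5.79). Of the 220 losses, 44.1% lay at gene starts and 15.0% in gene-poor windows, and 42 (19.1%) overlapped a target of SDG2-ZF, against a shuffled mean of 1.91 and at most 5; 7 of the 194 gains (3.61%) did, against 1.65 and at most 6. Targets held a peak in 24.9% ± 0.708 (SD, n = 2) of cases in TRBIP1-ZF and in 31.3% ± 4.20 (n = 2) in fwa, a difference of -6.40 points (exact two-sided permutation p = 0.33, the smallest possible). It was -8.87 in SET8 (750 gained, 728 lost) and -3.93 in SET9 (654 gained, 723 lost), and -3.43 without fwa replicate 1. Lost and gained counts were 519 and 378 without TRBIP1-ZF replicate 1, 370 and 593 without replicate 2 and 388 and 430 without fwa replicate 1, both with gains ahead of losses. They were 545 and 315 without fwa replicate 2 and 111 and 71 at 300 bp. The 4 other divisions gave 37 to 301, and the division of SET8 from SET9 gave 301, above the 220 of the comparison.

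Myc-JMJ14 with TRBIP1-ZF (n = 2) against Myc-JMJ14 alone (n = 1) asks whether TRBIP1 brings the demethylase along. Replicate 2 of the combined line comes from SET7, which holds no Myc-JMJ14 control, and within SET6 replicate 1 gained 4417 segments and lost 160 with 5.51 points at targets. The combined line gained 903 segments and lost 125. FWA was among the 5 strongest gains, over a 5′ UTR exon at 13038177 to 13038566 with a fold of 4.37 to 4.44 in 2 of 2 libraries. Gains also lay upstream of the noncoding gene AT3G06465 (chromosome 3, 14788697 to 14791548, 4.92 to 7.15) and in a coding exon of the transcription factor gene TCP9 (AT2G45680, chromosome 2, 18820562 to 18821548, 4.75 to 4.82). The last pair lay in the 3′ UTR of the receptor kinase gene RK2 (AT1G65800, chromosome 1, 24476368 to 24476841, 4.16 to 4.89) and upstream of AT5G35640 (chromosome 5, 13834178 to 13834704, 3.96 to 4.42). Losses included coding exons of AT3G07730 (chromosome 3, 2468576 to 2469540, 11.2) and AT5G10710 (chromosome 5, 3378940 to 3382130, 6.91) and the 5′ UTR of the carotenoid gene PDS3 (AT4G14210, chromosome 4, 8195089 to 8195274, 7.45). SDG2 (chromosome 4, 8661648 to 8661893) and JMJ14 (chromosome 4, 11013272 to 11013419) lost segments over coding exons.

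Of the 903 gains, 34.3% lay at gene starts and 58.0% elsewhere in coding genes, and the Myc library of untagged Col-0 held a peak at 20 of them (2.21%, 95% interval 1.44 to 3.40). That list held only 808 peaks, so this share cannot show a low background. Targets of SDG2-ZF were overlapped by 9 of the gains (shuffled mean 6.83, at most 14) and by 4 of the 125 losses (0.85, at most 4). Targets of SDG2-ZF held a peak in 5.11% ± 2.98 (SD, n = 2) of cases in the combined line and in 1.72% in Myc-JMJ14, and with 1 control library no test was run. The Myc-JMJ14 list held 1572 peaks against 5678 and 3814 in the combined line, and with equal numbers of peaks losses outnumbered gains, 412 to 141, and the difference of 3.40 points became -0.458. The counts were 285 gained and 49 lost at −log10 q of at least 5 with 1.80 points, and 247 and 15 at 300 bp. With 50% of a segment required, 202 were lost and the difference was 2.19 points. Without replicates 1 and 2 of the combined line there were 2984 and 4417 gains and 1.29 and 5.51 points, and the losses were 709 without replicate 1. The difference was -4.25 after subtracting the share at shared segments and 0.139 at targets without an H3K4me3 peak in untargeted libraries, both added after the data were seen. The 2 other divisions gave 27 and 557 gained.

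TRBIP1-dCas9-MQ1v (n = 2), which joins TRBIP1 to dCas9 and to a variant of a bacterial DNA methyltransferase, was compared with fwa rdr6 (n = 2) to ask whether both together remove H3K4me3. It lost 295 segments and gained 201. FWA lost its start segment at 13038255 to 13039031, whereas the library of dCas9-MQ1v without TRBIP1 held the start peak (fold 3.32). The strongest losses lay over exons of the pseudogenes AT2G01840 (chromosome 2, 377219 to 378849, 8.00 to 8.94), AT2G14180 (chromosome 2, 5990202 to 5991653, 6.60 to 9.32) and AT2G02205 (chromosome 2, 576103 to 576836, 5.95 to 7.96). Others lay upstream of the pseudogene AT2G13870 (chromosome 2, 5818479 to 5819355, 7.38 to 8.18) and upstream of the auxin efflux gene PIN4 (AT2G01420, chromosome 2, 183923 to 184742, 6.31 to 6.64). Gains lay in an intron of AT5G03090 (chromosome 5, 724722 to 726311, 9.02 to 9.17) and in exons of SADHU3-2 (AT3G42658, chromosome 3, 14749405 to 14750396, 7.06 to 7.11) and SADHU6-1 (AT3G02515, chromosome 3, 525136 to 526245, 6.96 to 7.18), which are retroelement-derived pseudogenes.

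Intergenic sequence held 28.8% of these losses and 6.97% of the gains, and gene starts held 39.3% and 63.2%. The single dCas9-MQ1v library held a peak at 103 of the 201 gained segments (51.2%, 95% interval 44.4 to 58.1) and at 66 of the 295 lost ones (22.4%, 18.0 to 27.5). A target of SDG2-ZF was overlapped by 27 of the losses (9.15%) and by 17 of the 201 gains (8.46%), against shuffled means of 2.8 and 1.82, so the losses were hardly more frequent there. The 4 other divisions gave 12 to 96 segments. The lost count was 509 without TRBIP1-dCas9-MQ1v replicate 1, 484 without replicate 1 of fwa rdr6 and 170 at 300 bp. The gained count was 338 without TRBIP1-dCas9-MQ1v replicate 2, 316 without replicate 1 of fwa rdr6 and 121 at 300 bp.

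The 14 gene lists were tested against gained and lost segments of all 10 comparisons, 280 Fisher's exact tests with Benjamini-Hochberg adjustment. A single test passed the adjusted threshold of 0.05. JMJ14 and SDG2, 2 of the 5 genes the constructs were made from, lost a Myc segment in Myc-JMJ14 with TRBIP1-ZF (exact p = 0.000178, adjusted p = 0.0498), where 161 of all 37899 genes did. These lost segments come from the single Myc-JMJ14 library of 1572 peaks, so the test runs over genes and carries no replication of the control. The Myc library of untagged Col-0 also held peaks over JMJ14 and SDG2, but those given below lie elsewhere in these genes than the lost segments. The Myc-JMJ14 library itself held a further peak over SDG2 at 8658296 to 8658843 (fold 4.74), although its label names no SDG2 construct. Replicate 1 of the combined line, also from SET6, held a peak there as well (2.90). Whether the lost segments share a source with these peaks was not tested. With gene bodies in place of gene regions the exact p of JMJ14 and SDG2 was 8.45e-05 (adjusted 0.0237). In that setting 5 of 13 DNA methylation genes that gained H3K4me3 in SDG2-ZF rdd also passed (exact p = 0.000204, adjusted p = 0.0285). With gene regions those 5, AGO4, CMT2, CMT3, DCL3 and NRPE1, had an exact p of 0.000685 and adjusted p = 0.0959, against 2290 of all genes. Unadjusted, 19 tests had a p below 0.05.

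No other list passed. The H3K4 methylation genes JMJ14 and JMJ18 lost H3K4me3 segments in SDG2-ZF (2 of 13, exact p = 0.00139, adjusted p = 0.0973). The photosynthesis genes LHCA1, RBCS1B and RCA gained Myc segments in Myc-JMJ14 with TRBIP1-ZF (3 of 13, exact p = 0.00568, adjusted p = 0.227), and GAPA, PSBO1 and RBCS1A gained H3K14ac in SDG2-ZF (3 of 13, exact p = 0.0178, adjusted p = 0.476). The imprinted genes FWA and HDG3 lost H3K14ac segments in SDG2-ZF (2 of 8, exact p = 0.00948, adjusted p = 0.332), and FWA and PHE1 gained H3K4me3 there (2 of 8, exact p = 0.0507, adjusted p = 0.71). The floral organ genes PI, SEP1 and SHP2 gained H3K4me3 in SDG2-ZF rdd (3 of 10, exact p = 0.0192, adjusted p = 0.476).

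Single members of other lists also changed. In SDG2-ZF the DNA methylation genes DDM1 and MET1, the flowering repressor FLC, the floral genes AG and SHP2, the meristem gene CUC2, the seed genes AT2S3 and FUS3 and the pollen gene GEX2 gained H3K4me3 segments. SunTag-SDG2 gained them at CMT3, NRPE1 and IDM1 and lost them at CO and MYR2. Myc-ROS1 with SDG2-ZF gained segments at NRPD1, GI, CUC2 and VGD1, and TRBIP1-dCas9-MQ1v gained one at MET1 and lost one at NRPD1. The lowest adjusted p was 0.507 for the targeted locus with its neighbours SLK1 and MSH3, 0.576 for DNA demethylation, 0.476 for flowering time, 0.748 for meristem, 0.507 for seed, 0.87 for housekeeping, 0.717 for pollen and 0.828 for root genes.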

Values the study reported

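The study reported 6,091 binding sites of the zinc finger. Of these, 5,212 sites, or 85%, were described as showing increased H3K4me3 in SDG2-ZF plants.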

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

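For H2A.Z, the test of equal numbers of peaks within each set and the test of unequal recovery of all marked segments were chosen only after the result was seen; the predictions of the other tests were written before theirs. By chance about 1 in 20 groups would pass the limit used for each measure, and 5 measures were screened.

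The third library of the catalytic mutant SDG2(H1866K)cd lay far from the other three of its group, with peaks over 3509.9 kb of the genome and a peak at 9.37% of the target segments of SDG2-ZF. Its list held 9647 peaks. When the other three were reduced to 9647 peaks, their shares of targets fell to 6.01%, 5.87% and 13.7%, which is consistent with the short list as the source of the low share. The library also held a peak at only 50.2% of the segments shared between SDG2-ZF and Col-0, 37.8 points below the lowest of the other three, so weak enrichment of the whole library may lie behind the short list, and these accounts do not exclude each other. No biological explanation was tested.

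H2A.Z at target segments moved in opposite directions in the 2 sets, by -10.6 points in SET4 and by 23.3 points in SET5, SDG2-ZF minus Col-0; the difference between the sets was not tested. Weak peaks near the threshold are argued against, because the directions stayed opposed at −log10 q of at least 5, with -16.9 points in SET4 and 23.6 in SET5. With equal numbers of peaks within each set both differences were positive, 4.83 and 12.9 points, so the signs were no longer opposed. That test was chosen after the result was seen, so it cannot bear out unequal list lengths as the source of the opposed signs. After subtracting each library's share at segments shared with Col-0, the differences were 19.4 and 13.4 points, but this test was set after the values were seen and each set holds 1 Col-0 library, so unequal recovery of all marked segments cannot be told apart from an effect of SDG2-ZF on H2A.Z. The read numbers that the study lists ran with these signs, as did the numbers of peaks. In SET4 the SDG2-ZF libraries had fewer reads and peaks than Col-0, and in SET5 more of each. Sequencing depth was not tested as the source. A biological difference between the plants of the sets stays open and untested.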

How the results depend on the processing

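The settings with −log10 q of at least 2 in every list, with targets free of peaks in untargeted libraries, with equal numbers of peaks within sets and with the share at shared segments subtracted were chosen after seeing the data; all other settings were planned. Of 400 alternatives over 32 results, 169 left out 1 library; differences in target share stayed in their direction in 64 of the other alternatives and reversed in 7, and in 68 and 5 with a library left out, while counts stayed within 1.5 times in 92 and moved in 46, and in 25 and 59 with a library left out. At −log10 q of at least 5 the gains were 6 in SDG2(H1866K)cd, 272 in SunTag-SDG2 and 285 in Myc-JMJ14 with TRBIP1-ZF, the target differences were -1.42 points for H2A.Z and 0.242 for SDG2(H1866K)cd, and 52.7% of Myc-ROS1 segments overlapped H3K4me3. With equal numbers of peaks the gains were 437 in SDG2-ZF, 73 in SDG2(H1866K)cd, 231 in SunTag-SDG2, 192 in rdd, 333 in H2A.Z and 141 in Myc-JMJ14, the differences 2.92 points in SDG2(H1866K)cd and -0.458 in Myc-JMJ14, and the ROS1 overlap 53.4%; with 50% of a segment required that overlap was 41.1%. At 300 bp, where fewer segments qualify, gains were 754 in SDG2-ZF, 0 in SDG2(H1866K)cd, 245 in SunTag-SDG2, 1013 in rdd, 472 in H3K14ac, 21 in H2A.Z, 107 in Myc-ROS1 and 247 in Myc-JMJ14, losses were 111 in TRBIP1-ZF and 170 in TRBIP1-dCas9-MQ1v, and the ROS1 overlap was 60.3%. With replicate number as a block, which leaves out libraries without a partner, gains were 820 in SDG2(H1866K)cd and 325 in H2A.Z and the SDG2(H1866K)cd difference was 2.43 points; SDG2-ZF gained 1544. In the comparisons of 2 against 2 libraries every library has a partner, so the block leaves counts and differences as they are by construction and tests nothing there. Its values there are nonetheless included above among the alternatives that stayed the same. No paired analysis was possible for Myc-JMJ14 because its groups share fewer than 2 replicate numbers. Replicate numbers alone, without a set behind them, gave correlations of 0.0427 and -0.00147 in SDG2-ZF, -0.0465 and 0.0616 in SDG2(H1866K)cd, 0.0631 in SunTag-SDG2, 0.00920 in H3K14ac and 0.166 in TRBIP1-dCas9-MQ1v. With the share at shared segments subtracted, SDG2(H1866K)cd differed by 1.305 and Myc-JMJ14 by -4.25 points. With gene bodies, 2 list tests passed in place of 1. With 1 library left out, counts can rise by construction, because fewer libraries must share a segment or fewer can bar it. Gains then ranged from 1481 to 2075 in SDG2-ZF, 14 to 307 in SDG2(H1866K)cd, 853 to 1529 in SunTag-SDG2 and 2036 to 4972 in rdd. They ranged from 2177 to 3530 in H3K14ac, 87 to 724 in H2A.Z, 549 to 5040 in Myc-ROS1 and 2984 to 4417 in Myc-JMJ14. Losses ranged from 370 to 545 in TRBIP1-ZF and 388 to 509 in TRBIP1-dCas9-MQ1v. Differences in target share then ranged from 9.12 to 13.1 points for H3K14ac, -5.33 to 9.55 for H2A.Z (also -2.74 without Col-0 replicate 2 and -2.99 without H3K4me3 Col-0 replicate 2), -1.93 to 24.1 for Myc-ROS1, 55.9 to 88.0 in rdd, -14.6 to 2.47 in SDG2(H1866K)cd, 9.12 to 15.6 in SunTag-SDG2, -9.37 to -3.43 in TRBIP1-ZF and 1.29 to 5.51 in Myc-JMJ14, and the ROS1 overlap with H3K4me3 from 43.1% to 57.7%. Apart from the longer minimum and the left-out libraries, the cause was not tested. The number of peaks per list limits every call that a peak is missing, since a short list holds fewer weak peaks.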

Other observations

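The tests of construct DNA and of a library with Myc-JMJ14 under the wrong label below, the comparison with the 808 strongest peaks of other libraries, the exon of SDG2, the segment of AT2G06845, the broad peak over ROS1 and the peaks of the untagged library were chosen only after the values were seen. SDG2 (AT4G15180) lies on chromosome 4 at 8651406 to 8662587 with 21 exons, and exon 9 spans 8657952 to 8658891. All 12 H3K4me3 libraries from lines with an SDG2 construct, the catalytic mutant and the line without a guide included, held a peak over this exon, and 0 of the 17 libraries from lines without one did. Peak lists cannot tell the SDG2 gene from the construct copy of its catalytic part. A gain of H3K4me3 at the gene itself was therefore not shown. H3K14ac peaks lay there in 1 of 3 libraries with the construct and 0 of 3 without, H2A.Z peaks in 2 of 4 and 0 of 3, and Myc peaks in 1 of 2 and 3 of 6. Gained H3K4me3 segments ran from 8658282 to 8658868 in SDG2-ZF, from 8658585 to 8658769 in the catalytic mutant, from 8658312 to 8658816 in SunTag-SDG2 and from 8658285 to 8658861 in rdd, where a further segment ran from 8653224 to 8653326.

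Segments gained by Myc-JMJ14 with TRBIP1-ZF also held peaks of the Myc-ROS1 libraries, which carry neither construct. Of the 903 segments, 29.7% held a peak of Myc-ROS1 replicate 1 and 52.4% of replicate 2, against 6.28% and 5.60% of shuffled segments. Replicate 2 shares SET7 with a library that defines these segments, and no untagged Myc list exists for SET4 or SET7, so a Myc background common to SET7 was not tested. With 808 peaks per list the shares were 5.09% and 23.4%. H3K4me3 at the same segments was listed in 52.2% and 52.2% of cases in TRBIP1-ZF and in 50.7% and 51.9% in fwa. Shuffled segments gave 14.6% to 15.2% in these libraries. Col-0 libraries of H2A.Z held a peak at 66.2% and 36.8% (shuffled 21.0% and 14.2%). Those of H3K14ac held one at 45.7% and 48.1% (shuffled 16.3% and 17.2%). An overlap above shuffling was therefore not particular to Myc-ROS1. Of the 220 H3K4me3 segments lost in TRBIP1-ZF, 1 overlapped a gained Myc-JMJ14 segment, against a mean of 1.04 and at most 4 after shuffling. A loss requires that no TRBIP1-ZF library holds a peak, so a weakened peak is not counted. FWA, which gained a Myc-JMJ14 segment, kept its start peak in 1 of 2 TRBIP1-ZF libraries (fold 2.27) and is not among the 220. AT2G06845 on chromosome 2 held the single segment of 13372, at 2753566 to 2753814, that was marked in all 6 Col-0 libraries of H3K4me3 and H3K14ac and in none of the 29 other libraries of these marks. None of 100 random choices of as many libraries gave such a segment. Such choices split replicates and mix lines, which makes such a segment rare whatever its source, so they decide nothing. Over ROS1 (AT2G36490, chromosome 2, 15307907 to 15314807), H3K14ac replicate 2 of SDG2-ZF held a single peak of 8274 bp from 15308277 to 15316550, whereas replicate 1 held 3 peaks and the Col-0 libraries 7 and 5.

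The Myc library of untagged Col-0 held 808 peaks, and the strongest, with a fold of 53.2, covered UBQ10 (AT4G05320) on chromosome 4 at 2716557 to 2718569. TRBIP1 (AT4G35510, chromosome 4, 16860708 to 16863471, fold 18.1), SDG2 (8658586 to 8658809, 3.74) and JMJ14 (AT4G20400, chromosome 4, 11011784 to 11012060, 3.65) also held peaks, so 4 of the 5 genes used in constructs did, against 168 of 27439 other coding genes (0.612%; Fisher's exact p = 7.41e-09). Of the 1534 coding genes with the strongest H3K4me3, 0.782% held a peak, close to the 0.612% of other coding genes, so the peaks did not favour strongly marked genes. The planned test of active chromatin that any precipitation recovers decides nothing. With so few coding genes under a peak, the share had to fall below the limit set for excluding it. A library with Myc-JMJ14 under the wrong label is argued against, since 9.53% of the 808 peaks overlapped a Myc-JMJ14 peak. Of the 808 strongest peaks of Myc-JMJ14 with TRBIP1-ZF, 78.6% and 40.5% did. The test planned for a wrong label, the share of segments gained by that line with a peak, gave 2.21% and decides nothing, because its own libraries, each left out of the segments, scored only 4.79% and 6.02% at 808 peaks. Construct DNA or reads of other libraries may have contributed, but without reads it cannot be told apart from other sources, and that test was set after the peaks were seen.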
